# Transcriptomes of soybean roots and nodules inoculated with *Sinorhizobium fredii* with NopP and NopI variants

**DOI:** 10.1038/s41597-024-03964-z

**Published:** 2024-10-18

**Authors:** Kejing Fan, Zhixia Xiao, Liping Wang, Wai-Lun Cheung, Fuk-Ling Wong, Feng Zhang, Man-Wah Li, Hon-Ming Lam

**Keywords:** Agriculture, Rhizobial symbiosis

## Abstract

The major crop, soybean, forms root nodules with symbiotic rhizobia, providing energy and carbon to the bacteria in exchange for bioavailable nitrogen. The relationship is host-specific and highly host-regulated to maximize energy efficiency. Symbiotic nitrogen fixation (SNF) is greener than synthetic fertilizer for replenishing soil fertility, contributing to yield increase. Nodulation Outer Protein P (NopP) and NopI of the type 3 secretion system (T3SS) of the rhizobium determine host specificity. *Sinorhizobium fredii* CCBAU25509 (R2) and CCBAU45436 (R4) have different NopP and NopI variants, affecting their respective symbiotic compatibilities with the cultivated soybean C08 and the wild soybean W05. Swapping the *NopP* variants between R2 and R4 has been shown to switch their compatibility with C08 with the *rj2/Rfg1* genotype. To understand the effects of Nops on host compatibility, analyses on the transcriptomic data of W05 roots and nodules inoculated with *S. fredii* strains containing Nop variants uncovered many differentially expressed genes related to nodulation and nodule functions, providing important information on the effects of Nops on hosts and nodules.

## Background & Summary

Soybean (*Glycine max*) is an important cash crop and leads the oilseed production in the 2022/2023 crop year worldwide. Soybean seeds contain roughly 18% oil and 38% protein^1^, and are commonly used for human food and animal feed. Soybean establishes symbiosis with soil bacteria (rhizobia) to form root nodules where the rhizobium carries out symbiotic nitrogen fixation (SNF). SNF is an essential biological process and the initial stage of the nitrogen cycle, where nitrogen in the atmosphere is assimilated into ammonia at the expense of sugars supplied by the host. SNF could significantly reduce the usage of synthetic nitrogen fertilizer, the production of which is highly energy intensive with high carbon emission. SNF fulfills 40 to 70% of the plant’s total nitrogen demand, depending on the growing conditions and the compatibility between host plants and rhizobia^2,3^. Therefore, SNF is critical for soybean growth and yield.

The symbiosis between legumes and rhizobia depends on molecular signals and determining factors produced by both symbiotic partners. Among these factors, rhizobial Nodulation Outer Proteins (Nops) are critical in determining host specificity. Nops are secreted into the host plant cells through the type III secretion system (T3SS)^4^. T3SS is common to bacterial pathogens of plants that directly delivers effectors into the cytoplasm of host plant cells, thereby helping bacteria evade the host immune response, by altering host signaling pathways and suppressing host defense genes^4,5^. Nops have dual effects on symbiosis, by promoting symbiosis with one legume while impairing the symbiotic process with another^6^. For example, NopP from both *Bradyrhizobium* and *Sinorhizobium* was responsible for the symbiotic incompatibility with soybean carrying different alleles of *Rj2/Rfg1*^4,7^. An incompatible *Rj2/Rfg1*-NopP pair suppressed the formation of the infection thread at two days post-inoculation by activating the host defense gene *PR-2*^4^. Consequently, the soybean host rejected the rhizobial infection, leading to failure in nodule formation.

In our previous work, the soybean cultivar C08 carrying the *rj2/Rfg1* allele was found to be incompatible with *Sinorhizobium fredii* CCBAU25509 (R2) but compatible with CCBAU45436 (R4)^7,8^. The incompatibility was due to the sequence variations in NopP between R2 and R4. NopI, the paralog of NopP, also exhibited sequence variations between R2 and R4, although NopI did not appear to contribute to host specificity^9^.

In this research, to investigate the functions of NopP and NopI in effecting host compatibility and nodule functions, we generated transcriptomic data on a compatible soybean host inoculated with different NopP and NopI variants. The wild-type R2 and R4 strains of *S. fredii* were used as background and their respective *NopP* and *NopI* genes were swapped between them. To be specific, NopP- and NopI-swapped strains of R2 and R4, along with their corresponding wild-type strains and an R2 T3SS mutant (rhcN), were inoculated into the compatible wild soybean W05 carrying the *rj2/rfg1* allele. Transcriptomic data from W05 uninfected roots, stripped infected roots and nodules were collected and analyzed. A flowchart of the experimental design is presented in Fig. 1. The purpose of the present study was to analyze the transcriptional changes in soybean nodules attributable to the NopP and NopI variants, to further the investigation into the roles of Nops in mature soybean nodules.

**Fig. 1:**
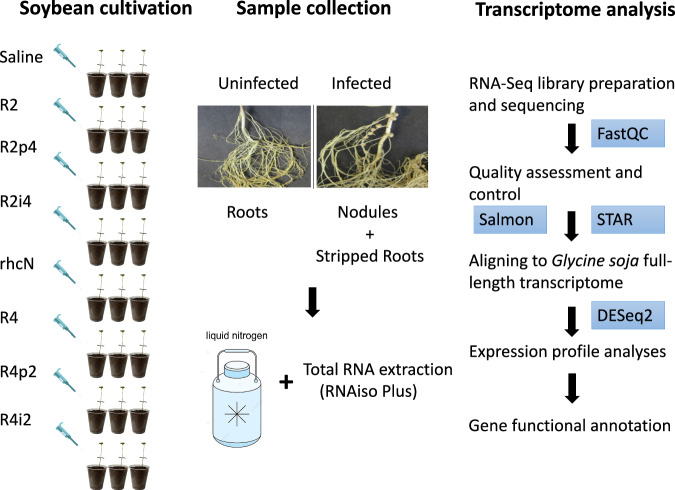
Experimental design of this study. To detect the transcriptome profile changes in wild soybean (W05) roots and nodules inoculated with different strains of *Sinorhizobium fredii* versus uninfected roots, stripped roots and nodules were harvested 28 days after inoculation. For each strain, there were three biological replicates, each consisting of three individual plants harvested together as one sample. Three biological replicates per treatment were used for transcriptome sequencing. Only the clean reads were used for analyses. R2 and R4 are two wildtype strains of *S. fredii* with different host compatibilities. R2p4, R2 with NopP from R4 swapped in; R2i4, R2 with NopI from R4 swapped in; R4p2, R4 with NopP from R2 swapped in; R4i2, R4 with NopI from R2 swapped in; rhcN, R2 T3SS mutant.

## Methods

### *T3SS, NopP-* and *NopI*-swapped mutants of *Sinorhizobium fredii* CCBAU25509 (R2) and CCBAU45436 (R4)

The R2 T3SS mutant (*rhcN::Tn5*, rhcN thereafter) and *NopP*-swapped mutant of R2 (R2p4) and R4 (R4p2) were constructed in our previous work^7^. For the NopI mutants, the *NopI* coding sequences with ~1 kb upstream/downstream were amplified from the genomic DNA of R2 and R4, respectively, and inserted into pK18mobsacB (ATCC [American Type Culture Collection], Cat.# 87097). The protocol for swapping of *NopI* genes was described in our previous study^7^. The primers for generating and screening the mutants can be found in Supplementary Table 1.

### Cultivation of bacteria and plants

Seeds of the wild soybean (*Glycine soja*) accession W05^10^ were surface-sterilized with chlorine gas for 16 h and germinated in sterilized vermiculite in the greenhouse in total darkness^11^. Four days after sowing, seedlings were transferred into individual pots supplemented with 1X B & D solution according to a previous report^12^.

The *Sinorhizobium fredii* strains (R2, R2p4 [R2 with NopP from R4], R2i4 [R2 with NopI from R4], rhcN [an R2 T3SS mutant], R4, R4p2 [R4 with NopP from R2] and R4i2 [R4 with NopI from R2]) were cultured in TY medium containing 5 g L^−1^ tryptone, 3 g L^−1^ yeast extract and 0.88 g L^−1^ CaCl_2_ at 28 °C with shaking at 180 rpm for 40 h^13^. Before inoculation, the rhizobium cultures were harvested by centrifugation at 1,500 rpm and resuspended in sterile saline solution (0.9% NaCl w/v) to a final OD_600_ = 0.2. One milliliter of the bacterial suspension was inoculated onto the root of each seedling in the vermiculite. Control plants were prepared following the same procedure but inoculated with sterile saline only. At 28 days after inoculation, nodules and roots were harvested separately and frozen immediately in liquid nitrogen. The samples were then stored at −80 °C for RNA extraction later.

### RNA extraction and RNA-Seq

Twenty-four root samples (three uninfected roots and 21 stripped roots) and 21 mature nodule samples, with three biological replicates per treatment/strain-Nop combination per tissue, were used for total RNA extraction using RNAiso Plus (Takara, Cat.# 9108/9109). Total RNAs were sent to Novogene Co, Ltd. for RNA sequencing. Strand-specific polyA-enriched libraries were sequenced on an Illumina NovaSeq6000 platform to generate at least 50 million PE150 reads for each library.

### Analysis of differential gene expression and quantification of gene expressions

The nf-core RNAseq version 3.3 pipeline (https://github.com/nf-core/rnaseq) was employed for the processing and analysis of raw RNA sequencing data. This pipeline utilizes STAR, DESeq2, and Salmon to generate gene counts and conducts comprehensive quality control assessments. Raw RNA sequencing data, including 45 sequencing data files, and the wild soybean W05 reference genome^10^, were utilized. Within the nf-core/rnaseq pipeline, quality control procedures involved the utilization of FastQC version 0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for adapter trimming, filtering of low-quality sequences, and the removal of bases with a Phred quality score below 20. Subsequently, alignment was performed using STAR version 2.7.6a^14^ to map the sequencing reads to the reference genome. The expression levels were estimated using Salmon version 1.4.0^15^, and the gene expression matrix was generated. To evaluate sample similarities based on gene expression profiles, a sample similarity clustering heatmap was generated using the expression data processed through the nf-core/rnaseq pipelineIn R language. Euclidean distance was used to calculate the similarity between samples, and R package pheatmap was used to visualize the clustering heatmap.

DESeq2 version 1.28.0^16^ was employed to detect differential gene expression. The negative binomial distribution model was utilized to characterize the distribution properties of RNA-seq data and assess gene expression changes under varying conditions. Significantly altered gene expression levels were identified using the criteria of log_2_(fold change) ≥ 1 and FDR (False Discovery Rate) ≤ 0.05.

## Data Records

The raw data used in this work was submitted to the Sequence Read Archive (SRA) at the National Center for Biotechnology Information (NCBI) database with the accession number PRJNA1112908.

This data set consists of 45 sample files, which are classified into the following three main categories according to the *Sinorhizobium fredii* strains used (R2, R4 and uninfected control):

1. Soybean W05 infected with R2, R2p4, R2i4 and rhcN, including stripped root and nodule tissues, each with three biological replicates, named as R2/R2p4/R2i4/rhcN_root/Nod _replicate_number_r1/r2/r3^17^.
2. Soybean W05 infected with R4, R4p2 and R4i2, including stripped root and nodule tissues, each with three biological replicates, named as R4/R4p2/R4i2_root/Nod_r1/2/3^17^.
3. Soybean W05 mock-infected with saline, including uninfected root tissues only, with three biological replicates, named as UNino_root_r1/2/3^17^.

The processed data files, gene_counts.tsv and gene_tpm.tsv, were deposited on Gene Expression Omnibus (GEO) at the NCBI database with the accession number GSE274768^18^.

## Technical Validation

### Data quality assessment

The symbiosis between soybean and rhizobium can significantly enhance soybean growth under low nitrogen conditions and improve the plant nitrogen content, making leaves greener. To investigate the effect of swapping NopP and NopI between R2 and R4, we inoculated wild soybean W05 with saline (uninoculated), R2, R2p4, R2i4, rhcN, R4, R4p2 and R4i2. 

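RNA from 45 samples was sequenced, 24 of roots and 21 of nodules, in 15 conditions with 3 biological replicates each. Each sample pooled 3 plants of W05, a wild soybean (Glycine soja) accession, harvested 28 days after inoculation. Roots of inoculated plants were stripped of their nodules, and uninoculated plants gave roots only. The strain rhcN is an R2 mutant whose type 3 secretion system, which delivers the Nops into the host, is disrupted. The authors aligned the reads with STAR, estimated expression with Salmon and deposited 2 tables, one of estimated counts per gene and one of TPM, without normalization between samples in the first. Both tables list 52872 genes, of which 4426 were at 0 in every sample, and 16.6% of the count values were not whole numbers, so counts were rounded before testing. The paper names the W05 genome as the reference, while the genes are listed under Glyma identifiers, the naming of Glycine max. Of these identifiers, 0 matched the gene table used here (assembly Glycine_max_v4.0), so genes are given by identifier. Totals ranged from 46807229 to 72989106 counts per sample with a median of 54478646. In roots the median total was 54563689 in uninoculated samples, 57155934 with R2, 54478646 with R2p4, 54709971 with R2i4, 49597908 with rhcN, 58553597 with R4, 58297715 with R4p2 and 53914249 with R4i2. In nodules it was 50112312 with R2, 54333791 with R2p4, 58489491 with R2i4, 53907242 with rhcN, 49782669 with R4, 51059985 with R4p2 and 53543985 with R4i2. The 10 genes with the most counts held 2.63% to 3.60% of the counts of a root sample and 13.0% to 18.8% of those of a nodule sample. Sequencing batches or dates are not named in the labels or the paper's text, so no comparison was made within batches.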

The root and nodule samples were harvested to do transcriptome sequencing.

The quality of the RNA-seq data for each sample is shown in Fig. 2. Briefly, 9.93 Gb of data on average were obtained for each sample (Supplementary Table 2). 

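Supplementary Table 2 lists between 57076293 and 89904891 clean reads per sample, with a mean of 68094043, which come to 10.2 Gb at 150 bases each and to 20.4 Gb if each listed read is a pair. By the same table, 94.1% ± 0.732 (SD, n = 24) of the reads of root samples and 90.8% ± 1.01 (SD, n = 21) of those of nodule samples were mapped, and these percentages are the paper's. The deposited estimated counts add up to between 86.0% and 88.8% of the mapped reads the paper lists for the same sample. Salmon counts a pair of reads once, so these shares argue that each listed read is a pair, provided that reads were counted as pairs. A root sample had between 35825 and 37335 genes with at least 10 counts, and a nodule sample between 33571 and 34864.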

FastQC was used to confirm the base quality of the sequencing reads. The average high-quality score, Q30 (base error < 0.1%), was 95.27% (Fig. 2A).

**Fig. 2:**
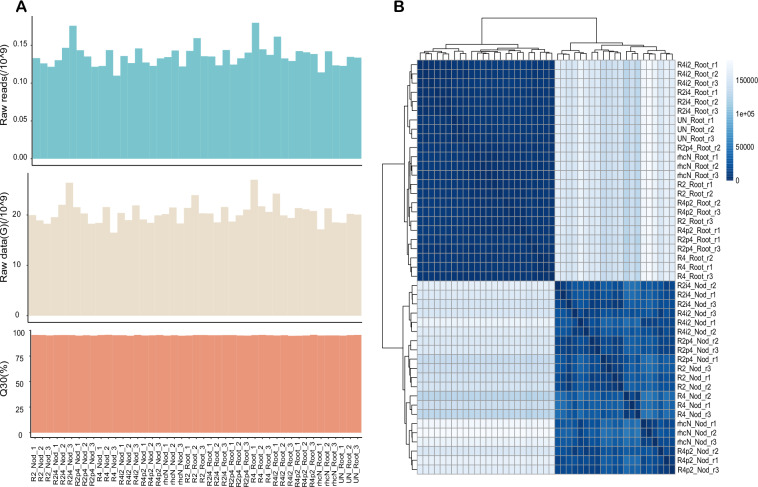
Technical validation of the transcriptomic data. (**A**) Overview of the RNA-seq data. Raw reads (top panel), raw data information (second panel), Q30 (%) (third panel) and GC (%) (bottom panel) for each RNA-seq library were plotted. (**B**) A heatmap showing the correlation coefficients of the scaled expression levels among all sample pairs. R2 and R4 are two wildtype strains of *S. fredii* with different host compatibilities. R2p4, R2 with NopP from R4 swapped in; R2i4, R2 with NopI from R4 swapped in; R4p2, R4 with NopP from R2 swapped in; R4i2, R4 with NopI from R2 swapped in; rhcN, R2 T3SS mutant; Unino, uninoculated; Nod, nodule; r1, r2 and r3, replicates 1, 2 and 3.

To assess the reproducibility of the biological replicates, we used DEseq2 to calculate the correlation of the expression profile from each sample. 

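Across the 31149 genes with a mean of at least 1 CPM, Pearson's r of log2(CPM + 1), with library sizes from edgeR's TMM method, had a median of 0.991 over the 24 pairs of root replicates (0.983 to 0.995) and of 0.991 over the 21 pairs of nodule replicates (0.983 to 0.994). Genes are not independent of each other, so r describes pairs of samples and no p-value is given. Pairs of root samples of different conditions, uninoculated roots included, had a median r of 0.978 (252 pairs, 0.943 to 0.994). Pairs of nodule samples with different strains had a median of 0.968 (189 pairs, 0.924 to 0.989). The ranges of replicates and of different conditions overlapped in both tissues. Between a root and a nodule sample the median r was 0.652 (504 pairs). The choice of values moved the nodule median most on the linear TPM scale, where it was 0.999 for replicates and the median between tissues was 0.061. The paper's methods name Euclidean distance, without naming TPM as its input. Between TPM profiles its median was 2872 for root replicates, 11640 for nodule replicates and 153800 between tissues. Of the squared TPM distance between the tissue means, 10 genes held 98.7%. On log2(CPM + 1) the medians were 42.8, 46.7 and 277 in the same order. The wide gap between root and nodule replicates was thus seen on linear TPM over all genes. It was much smaller on log2(CPM + 1) over genes with a mean of at least 1 CPM. Unit, scale and gene set changed together, so these distances do not show which of them made the gap. A chi-square test of each pair of replicates gave a statistic of 9.26 to 42.4 per degree of freedom, so every replicate pair differed by more than counting noise and all 45 samples were kept as separate replicates.

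**Figure D1:**
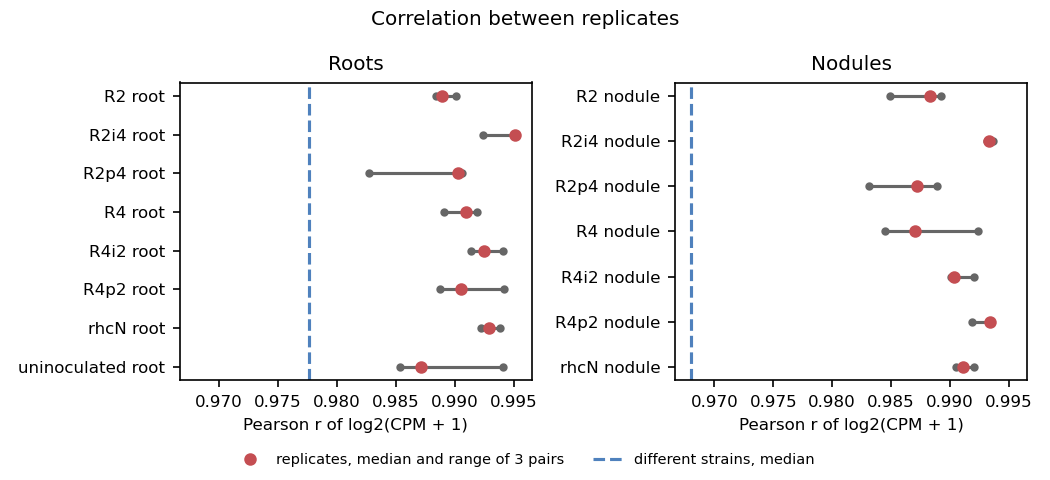
Pearson's r of log2(CPM + 1) between replicates of each condition, roots on the left and nodules on the right. Red points are the median and grey points and lines the range of the 3 pairs. The dashed lines, labelled different strains, are the median between different conditions of a tissue, uninoculated roots included. They lie at 0.978 in roots and 0.968 in nodules, and the axis starts above 0. R2p4 root has the lowest replicate pair, 0.983.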

In general, gene expressions were highly correlated among biological replicates of the same kind of tissue samples (i.e., roots or nodules) (Fig. 2B).

### Differentially expressed gene (DEG) analysis

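Each comparison was tested on its 6 samples with edgeR's quasi-likelihood test, TMM normalization and edgeR's filter on low counts, with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg FDR under 0.05 as the criteria for a DEG. On counts simulated from the R2i4 and R2 nodule samples, where 200 of 34123 genes were changed by 2 or 3 on the log2 scale, all of the changed genes were called (100%) and 4.31% of the calls were false. In the corresponding simulation of root samples, with 36820 genes, false calls were 6.98%. All simulated changes were well above the threshold of 1, in genes above 1 CPM. The DEGs of these comparisons had a median absolute log2 fold change of 1.42 in nodules and 1.31 in roots. They also numbered 2730 and 1973, far more than 200. The recovery therefore does not cover changes near the threshold, and the share of false calls may differ in the real data. With 3 samples against 3, 10% of genes are separated without overlap by chance alone.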

Differential expression analyses between samples/treatments were performed with DEseq2 based on the following criteria: log_2_(Fold Change) ≥1 and false discovery rate (FDR) <0.05. Summaries of the comparisons are presented in Table 1, Fig. 3 and Supplementary Figure 1. 

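In nodules, 34123 to 34593 genes were tested per comparison where DEGs were found. Between R2i4 and R2 nodules, 99.7% of the DEGs had no overlap between the 3 and 3 samples, against 42.9% of all genes tested and 10% by chance. The DEGs were selected on the same 6 samples, so their separation follows largely from the selection and is no independent check. The genes with the largest rises and falls in this comparison, by the rule given with the processing, are described here. Glyma.01G216600 was at 44.9 ± 8.53 CPM (SD, n = 3) in R2i4 nodules and 4.45 ± 0.528 CPM (SD, n = 3) in R2 nodules, a log2 fold change of 3.34 (standard error 0.169, FDR = 0.000253 by edgeR's quasi-likelihood test). Glyma.11G156100 was at 42.1 ± 1.74 CPM against 4.30 ± 1.45 CPM, a log2 fold change of 3.30. Glyma.13G132500 was at 2.05 ± 0.238 CPM in R2i4 nodules and 31.4 ± 4.88 CPM in R2 nodules, a log2 fold change of -3.93 (standard error 0.150, FDR = 0.000188 by the same test). Glyma.12G178100 had a log2 fold change of -3.53 (standard error 0.321). The standard errors are the fold change divided by the square root of the test's F. With each sample left out in turn, the log2 fold changes of the 4 genes stayed within 3.25 to 3.49, 3.03 to 3.48, -4.02 to -3.80 and -3.77 to -3.25, in the order given. In R4i2 against R4 nodules, where the NopI alleles are exchanged the opposite way, they were 2.592, 1.678, -2.181 and -1.925 in that order. The FDR was at most 0.0331 by edgeR's quasi-likelihood test. All 4 genes thus changed the same way in both swaps, which an effect of the allele itself does not predict. Reads shared between near-identical gene copies are divided by estimation in such counts, so the values of single genes carry that uncertainty.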

The differentially expressed genes (DEGs) in nodules are shown in Fig. 3 and those from other tissues in Supplementary Figure 1. 

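Against uninoculated roots, 1812 DEGs were found in R2 roots, of which 1023 were higher and 789 lower. R2p4 roots had 1110 (675 higher, 435 lower), R2i4 roots 701 (396 higher, 305 lower) and rhcN roots 1420 (803 higher, 617 lower). With each of the 6 samples left out in turn, the totals ranged from 1401 to 1928 for R2, from 502 to 1132 for R2p4, from 431 to 782 for R2i4 and from 1135 to 1788 for rhcN. The ranges of R2 and rhcN overlapped, as did those of R2p4 and R2i4, while those of rhcN and R2p4 did not. Leaving aside left-out samples and settings chosen after seeing the data, the counts of R2 and R2p4 moved most under DESeq2 with all 45 samples in one fit. That of R2i4 moved most with the replicate number as a block (557), and that of rhcN with all root groups in one edgeR fit (1581). DESeq2 with all 45 samples gave 1646 DEGs for R2p4 and 1573 for rhcN, the reverse of their order above. R2 and uninoculated roots share replicate numbers, and deviations of same-numbered samples from their group means correlated at -0.171 across genes. With the replicate number as a block, 1541 DEGs were called for R2, of which 1496 were among the 1812.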

To assess the data variation caused by Nops, we compared the samples infected with R2 mutants to those infected with wild-type R2 and uninfected roots (Table 1). Similar comparisons were also made with respect to wild-type and mutated R4 strains (Table 1). 

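In the R4 series, 1757 DEGs separated R4 roots from uninoculated roots, 1112 higher and 645 lower, and 946 separated R4i2 roots from them, 666 higher and 280 lower. R4p2 roots had 2541 DEGs, with more lower (1344) than higher (1197). Leaving out each sample in turn gave 1350 to 1862 DEGs for R4, 2018 to 2759 for R4p2 and 567 to 974 for R4i2. For R4p2 against uninoculated roots, same-numbered samples deviated together with a correlation of 0.102, and the fit with the replicate number as a block gave 2512 DEGs, 2414 of them among the 2541. The paper made the comparisons with R2 mutants to assess the variation that Nops cause in the data, and those with R4 strains in a similar way.

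**Figure D2:**
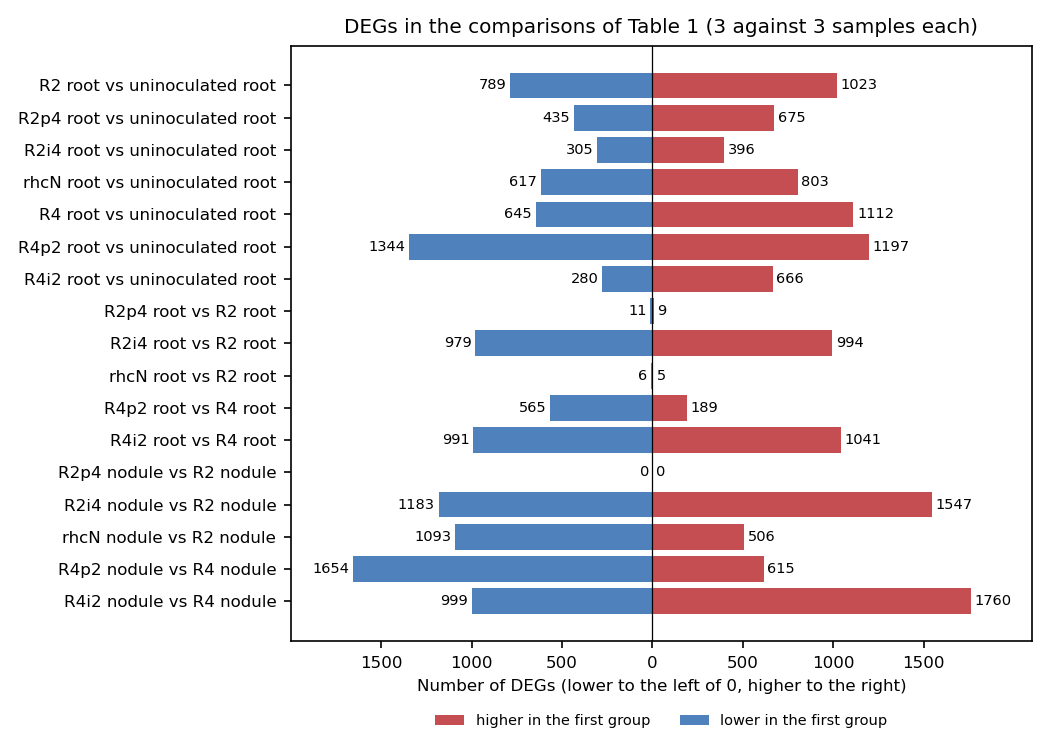
Number of DEGs in each of the 17 comparisons of Table 1, counted here from the deposited estimated counts. Bars to the right of 0 are genes higher, and bars to the left genes lower, in the group named first, with the number at each bar. In roots the bars for R2p4 and rhcN against R2 are near 0, and R2p4 against R2 nodules has none.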

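Between R2p4 and R2 roots, 20 of 36927 genes were DEGs, 9 higher and 11 lower with R2p4. With any of the 6 samples left out, 0 to 14 DEGs were called. Between R2p4 and R2 nodules, 0 of 34252 genes were DEGs. The lowest FDR was 0.0757 by edgeR's quasi-likelihood test, and 3726 genes had an unadjusted p-value under 0.05. These small counts depended on the test. DESeq2 on the same samples called 150 DEGs in roots and 176 in nodules. Same-numbered R2p4 and R2 nodule samples deviated with a correlation of -0.117, and the replicate block also gave 0 DEGs in nodules. In roots, where the correlation was 0.0877, the block gave 0 DEGs in place of 20. A block leaves fewer degrees of freedom, so this fall alone does not show that the replicate number explains the 20.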

Among all the R2 mutant-related samples, infection with R2p4 resulted in the lowest number of DEGs in both roots and nodules, with 71 DEGs in roots and 32 in nodules. 

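With R2i4, 1973 DEGs were found against R2 in roots, 994 higher and 979 lower, and 2730 in nodules, 1547 higher and 1183 lower. Leaving out each sample gave 1660 to 2066 and 2063 to 2862 DEGs. The correlation of same-numbered R2i4 and R2 root samples was -0.157, and the fit with the replicate number as a block called 1706 DEGs, 1671 of them among the 1973. With rhcN, 11 DEGs were found against R2 in roots, and 1599 in nodules, 506 higher and 1093 lower. Without one of the samples, the numbers with rhcN were 0 to 7 in roots and 603 to 2415 in nodules. In nodules the higher DEGs then ranged from 117 to 965 and the lower from 486 to 1450. Lower DEGs outnumbered higher ones in each of these nodule fits. Same-numbered rhcN and R2 root samples correlated at -0.171, and with the replicate block no DEG was called in roots (0), where 5886 genes had an unadjusted p-value under 0.05 without the block. The block leaves fewer degrees of freedom, so this fall does not show that the replicate number explains the 11.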

On the other hand, infection with R2i4 was associated with the highest number of DEGs (1,083 in stripped roots and 2,386 in nodules). rhcN infection had 15 DEGs in roots and 1,468 DEGs in nodules. R4p2 infection resulted in 333 DEGs in roots and 2,325 in nodules. 

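Here, R4p2 and R4 differed by 754 DEGs in roots, of which 565 were lower with R4p2, and by 2269 DEGs in nodules, of which 1654 were lower. Every DEG in roots (754) had no overlap between the 3 and 3 samples, which 10% of genes show by chance and 34.1% of the genes tested showed. These DEGs too were selected on the same samples, so their separation is no independent check. Leave-one-out fits gave 354 to 764 DEGs in roots and 1467 to 2250 in nodules.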

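Between R4i2 and R4, 2032 DEGs were found in roots, 1041 higher and 991 lower with R4i2, and 2759 in nodules, 1760 higher and 999 lower. Across the 6 fits that each left out a sample, there were 1638 to 2280 DEGs in roots and 1607 to 3316 in nodules. The median absolute log2 fold change of the DEGs was 1.33 in roots and 1.42 in nodules.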

R4i2 infection was associated with 1,100 DEGs in roots and 2,861 in nodules.

**Table 1:** Numbers of differentially expressed genes identified in each pairwise comparison.

Pairwise comparison	Change in expression	Number of genes
**R2_root_vs_UN_Root**	down	425
**R2_root_vs_UN_Root**	up	652
**R2i4_Nod_vs_R2_Nod**	down	1005
**R2i4_Nod_vs_R2_Nod**	up	1381
**R2i4_root_vs_R2_root**	down	486
**R2i4_root_vs_R2_root**	up	597
**R2i4_root_vs_UN_Root**	down	87
**R2i4_root_vs_UN_Root**	up	179
**R2p4_Nod_vs_R2_Nod**	down	11
**R2p4_Nod_vs_R2_Nod**	up	21
**R2p4_root_vs_R2_root**	down	22
**R2p4_root_vs_R2_root**	up	49
**R2p4_root_vs_UN_Root**	down	157
**R2p4_root_vs_UN_Root**	up	541
**R4_root_vs_UN_Root**	down	282
**R4_root_vs_UN_Root**	up	869
**R4i2_Nod_vs_R4_Nod**	down	919
**R4i2_Nod_vs_R4_Nod**	up	1942
**R4i2_root_vs_R4_root**	down	614
**R4i2_root_vs_R4_root**	up	486
**R4i2_root_vs_UN_Root**	down	96
**R4i2_root_vs_UN_Root**	up	340
**R4p2_Nod_vs_R4_Nod**	down	1697
**R4p2_Nod_vs_R4_Nod**	up	628
**R4p2_root_vs_R4_root**	down	275
**R4p2_root_vs_R4_root**	up	58
**R4p2_root_vs_UN_Root**	down	803
**R4p2_root_vs_UN_Root**	up	766
**rhcN_Nod_vs_R2_Nod**	down	937
**rhcN_Nod_vs_R2_Nod**	up	531
**rhcN_root_vs_R2_root**	down	4
**rhcN_root_vs_R2_root**	up	11
**rhcN_root_vs_UN_Root**	down	211
**rhcN_root_vs_UN_Root**	up	366

Nod, nodule; UN, uninoculated; R2 and R4 are two wildtype strains of *S. fredii* with different host compatibilities. R2p4, R2 with NopP from R4 swapped in; R2i4, R2 with NopI from R4 swapped in; R4p2, R4 with NopP from R2 swapped in; R4i2, R4 with NopI from R2 swapped in; rhcN, R2 T3SS mutant.

**Fig. 3:**
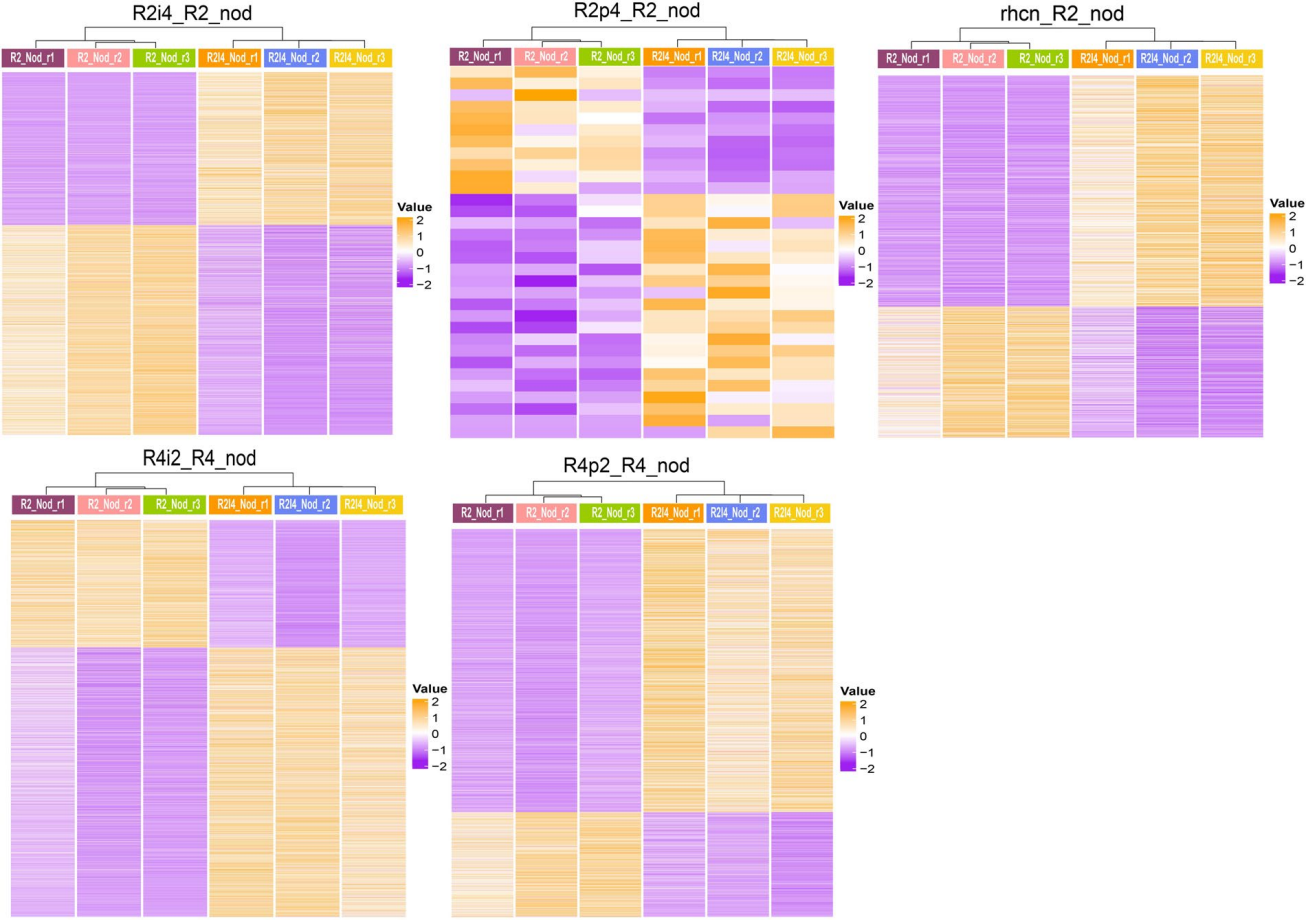
The expression profiles of differentially expressed genes in nodules inoculated with different strains of *Sinorhizobium fredii* carrying variants of NopI and NopP. R2 and R4 are two wildtype strains of *S. fredii* with different host compatibilities. R2p4, R2 with NopP from R4 swapped in; R2i4, R2 with NopI from R4 swapped in; R4p2, R4 with NopP from R2 swapped in; R4i2, R4 with NopI from R2 swapped in; rhcN, R2 T3SS mutant; nod, nodule; r1, r2, r3, replicates 1, 2 and 3. The expression levels of genes [Log_2_(FPKM + 1)] were presented in different colors according to the color key.

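The values used here are the deposited TPM. The DEGs that were higher in R2i4 than in R2 nodules had a median of 8.11 TPM in R2i4 and 3.30 TPM in R2 nodules, and those that were lower 0.690 and 2.25 TPM. For rhcN against R2, the DEGs that were lower had a median of 1.41 TPM with rhcN and 4.77 TPM with R2. In R4p2 nodules the lower DEGs were at 1.09 TPM and in R4 nodules at 4.01 TPM. With R4i2 the higher DEGs had a median of 6.47 TPM against 2.66 TPM with R4.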

## Supplementary information

Supplementary tables

Supplementary Figure 1

## Data Availability

The analyses in this research were performed using a previously reported pipeline^19^. The complete gene expression profiles are listed in Supplementary Sheet 1. The software versions used in the analyses and R scripts for figure preparations are presented in Supplementary File 1.

# Supplementary material for: Transcriptomes of soybean roots and nodules inoculated with Sinorhizobium fredii with NopP and NopI variants
**Source:** Sci Data. 2024 Oct 18;11:1146. doi: 10.1038/s41597-024-03964-z
**Supplement:** Supplementary file 1 — Supplementary tables

**Supplementary Table 1. Primers used in this research.**

| Primer name | Primer sequence |
| --- | --- |
| NopI exchange fragment (5' homology arm) (with XbaI site) forward | AAATCTAGAGGCACTGTAAAGTTATCAGC |
| NopI exchange fragment (5' homology arm) (with KpnI site) reverse | AAAGGTACCGCGGTTCGCTCCCCAAT |
| NopI exchange fragment (with KpnI site) forward | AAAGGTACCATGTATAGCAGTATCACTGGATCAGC |
| NopI exchange fragment (with EcoRI site) reverse | AAAGAATTCTTAGTCGGCCGGTCCT |
| NopI exchange fragment (3' homology arm) (with EcoRI site) forward | AAAGAATTCGAGGTTCAATAGGGAGCG |
| NopI exchange fragment (3' homology arm) (with PstI site) reverse | AAACTGCAGCTCGCCTTCCCGATGC |
| NopI recombination checking forward | CAATTGGGGAGCGAACCGCGGT |
| NopI recombination checking reverse | GCAATGTGCTTGACATCATCACTAT |

**Supplementary Table 2. Summary of RNA sequencing reads mapping statistics.**

| **Sample**  **(strain_tissue_replicate)** | **clean_reads** | **mapped_reads** | **mapped_percent** |
| --- | --- | --- | --- |
| R2i4_Nod_r1 | 65139836 | 58551827 | 89.89 |
| R2i4_Nod_r2 | 73293842 | 66106641 | 90.19 |
| R2i4_Nod_r3 | 87929776 | 79670292 | 90.61 |
| R2i4_root_r1 | 67563125 | 63462785 | 93.93 |
| R2i4_root_r2 | 61723869 | 57795919 | 93.64 |
| R2i4_root_r3 | 71865342 | 67331807 | 93.69 |
| R2p4_Nod_r1 | 71758042 | 66340918 | 92.45 |
| R2p4_Nod_r2 | 67572854 | 61749785 | 91.38 |
| R2p4_Nod_r3 | 60802563 | 55813062 | 91.79 |
| R2p4_root_r1 | 62233680 | 58121774 | 93.39 |
| R2p4_root_r2 | 66395842 | 63071932 | 94.99 |
| R2p4_root_r3 | 70136686 | 65789493 | 93.8 |
| R2_Nod_r1 | 66517288 | 60668351 | 91.21 |
| R2_Nod_r2 | 63016659 | 57119996 | 90.64 |
| R2_Nod_r3 | 60751637 | 56064793 | 92.29 |
| R2_root_r1 | 71250410 | 66334096 | 93.1 |
| R2_root_r2 | 79680072 | 74482368 | 93.48 |
| R2_root_r3 | 67741847 | 63449824 | 93.66 |
| R4i2_Nod_r1 | 67896872 | 60880614 | 89.67 |
| R4i2_Nod_r2 | 63201932 | 57932714 | 91.66 |
| R4i2_Nod_r3 | 72903077 | 65860830 | 90.34 |
| R4i2_root_r1 | 80725018 | 76936024 | 95.31 |
| R4i2_root_r2 | 66317232 | 62311154 | 93.96 |
| R4i2_root_r3 | 64631265 | 61615114 | 95.33 |
| R4p2_Nod_r1 | 63610623 | 57524929 | 90.43 |
| R4p2_Nod_r2 | 61378711 | 55742431 | 90.82 |
| R4p2_Nod_r3 | 66297938 | 58389120 | 88.07 |
| R4p2_root_r1 | 71180007 | 67721761 | 95.14 |
| R4p2_root_r2 | 70330351 | 67041928 | 95.32 |
| R4p2_root_r3 | 69211215 | 65072087 | 94.02 |
| R4_Nod_r1 | 61314754 | 55483782 | 90.49 |
| R4_Nod_r2 | 71791039 | 65456276 | 91.18 |
| R4_Nod_r3 | 62261957 | 56691231 | 91.05 |
| R4_root_r1 | 89904891 | 84314818 | 93.78 |
| R4_root_r2 | 72349684 | 67817725 | 93.74 |
| R4_root_r3 | 68628087 | 64400782 | 93.84 |
| UN_Root_r1 | 61355643 | 58167681 | 94.8 |
| UN_Root_r2 | 67342348 | 63177310 | 93.82 |
| UN_Root_r3 | 66810468 | 62772655 | 93.96 |
| rhcN_Nod_r1 | 67159971 | 60883179 | 90.65 |
| rhcN_Nod_r2 | 71508640 | 63916557 | 89.38 |
| rhcN_Nod_r3 | 60967665 | 55815848 | 91.55 |
| rhcN_root_r1 | 57076293 | 54147803 | 94.87 |
| rhcN_root_r2 | 70996363 | 66058845 | 93.05 |
| rhcN_root_r3 | 61706506 | 57512017 | 93.2 |

R2 and R4, two wildtype strains of *S. fredii* with different host compatibilities; R2p4, R2 with NopP from R4 swapped in; R2i4, R2 with NopI from R4 swapped in; R4p2, R4 with NopP from R2 swapped in; R4i2, R4 with NopI from R2 swapped in; rhcN, R2 T3SS mutant; Nod, nodule; r1, r2 and r3, biological replicates 1, 2 and 3.

# Supplementary material for: Transcriptomes of soybean roots and nodules inoculated with Sinorhizobium fredii with NopP and NopI variants
**Source:** Sci Data. 2024 Oct 18;11:1146. doi: 10.1038/s41597-024-03964-z
**Supplement:** Supplementary file 2 — Supplementary Figure 1

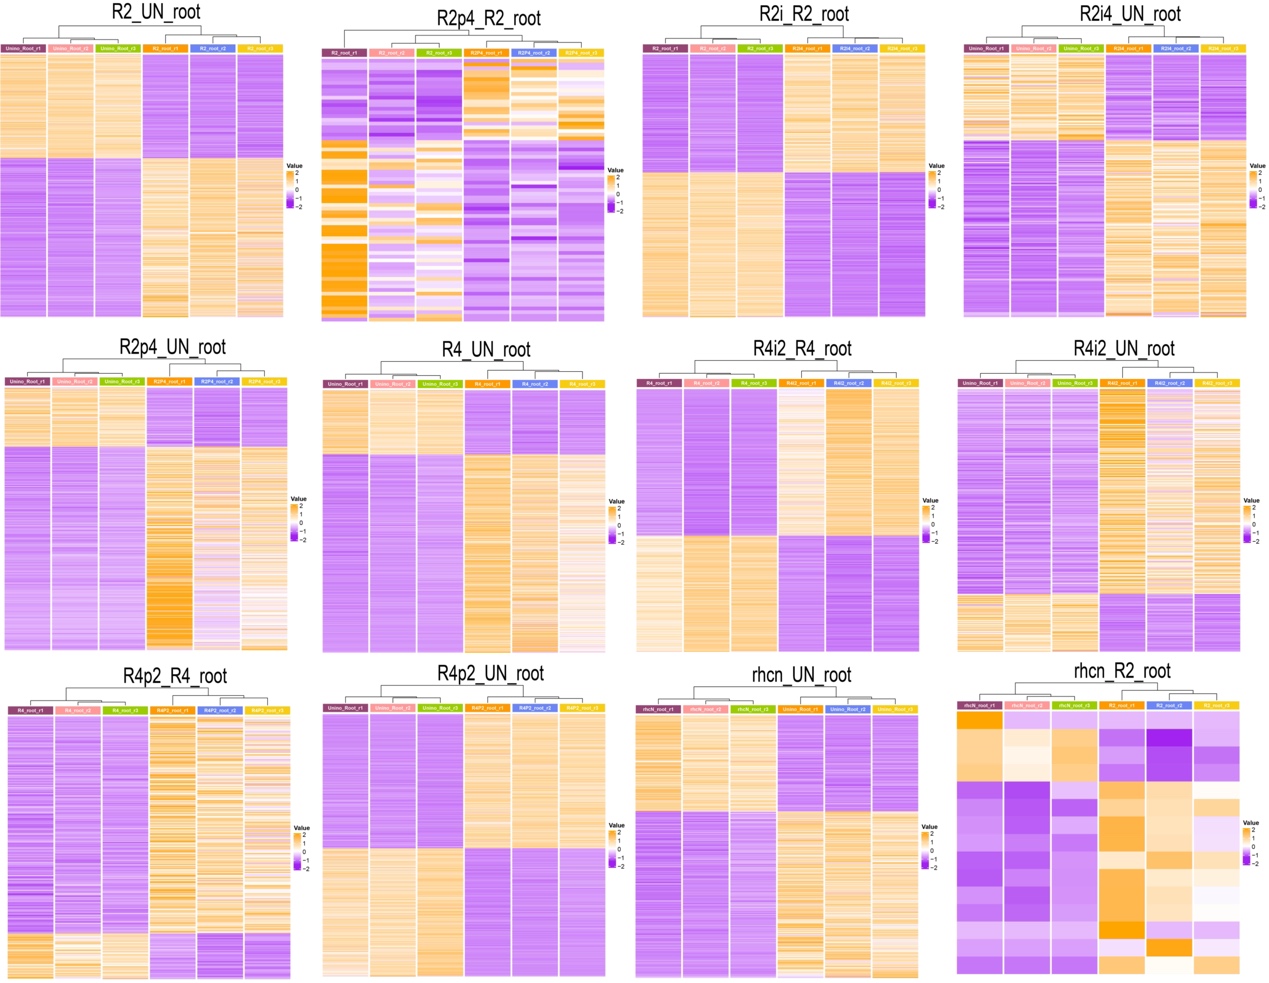

**Supplementary Figure 1. The expression profiles of differentially expressed genes in uninoculated roots and roots inoculated with strains of *Sinorhizobium fredii* carrying different variants of NopI and NopP.** The expression levels of genes [Log_2_(FPKM+1)] were presented in different colors based on the color key. R2 and R4 are two wildtype strains of *S. fredii* with different host compatibilities. R2p4, R2 with NopP from R4 swapped in; R2i4, R2 with NopI from R4 swapped in; R4p2, R4 with NopP from R2 swapped in; R4i2, R4 with NopI from R2 swapped in; rhcN, R2 T3SS mutant; Unino/UN, uninoculated; r1, r2 and r3, biological replicates 1, 2 and 3.

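In deposited TPM, the DEGs higher in R2 than in uninoculated roots had a median of 4.11 TPM with R2 and 1.45 TPM without inoculation, and the lower DEGs 4.09 and 10.4 TPM. The higher DEGs of R4 roots were at 5.26 TPM against 1.55 TPM in uninoculated roots. Between R2i4 and R2 roots the higher DEGs had a median of 11.0 TPM with R2i4 and 4.24 TPM with R2.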

How the deposited data were processed for this re-analysis (not part of the article)

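RNA from roots and nodules of wild soybean W05 was sequenced, in 45 samples of 15 conditions with 3 replicates each. Samples were mapped to strain, tissue and replicate from their labels and from the sample names in the paper. The authors processed reads with the nf-core RNA-seq pipeline, aligned them with STAR and estimated expression with Salmon. The estimated counts per gene that they deposited are not normalized between samples. The TPM values that the authors deposited are scaled by gene length and to one total in each sample.

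From the estimated counts, rounded to whole numbers, DEGs were computed with edgeR 4.0.16 with limma 3.58.1 in R 4.3.3 (quasi-likelihood test, TMM normalization, filterByExpr), on the 6 samples of each comparison, with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg FDR under 0.05. The 17 comparisons of Table 1 and the comparisons of R4 with R2 in each tissue make 19 comparisons fixed before the data were examined. A further 4 tests asked, on 12 samples each, whether a swap had a different effect in the R2 and R4 backgrounds (interaction term, FDR under 0.05, no fold change threshold). The paper used DESeq2, and DESeq2 1.42.0 was run here as an alternative. Both tools were tested on simulated data with 200 changed genes before use. Correlations used log2(CPM + 1), with a pseudocount of 1, over genes with a mean of at least 1 CPM. Fold changes of both swaps of a Nop were correlated across genes and set against 100 splits of the labels within the backgrounds. Nodule-enriched genes were those with at least 50 CPM in nodules and at most 1% of that in uninoculated roots.

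Alternatives set before the data were examined were DESeq2's size factors in edgeR, no filter on low counts, DESeq2 on the same samples, the replicate number as a block, all groups of a tissue in one edgeR fit, DESeq2 with all 45 samples in one fit, and leaving out each replicate in turn. The pairing comes from the replicate numbers in the sample labels, which the paper does not describe as blocks. A block leaves fewer degrees of freedom in a fit of 6 samples, so fewer calls with it do not show that it removed an effect. After the counts had been compared with the paper's, 5 further DESeq2 settings were run, and 2 comparisons of R4i2 with R2i4 were added. All 5 are reported in the closing section, including those that moved away from the paper's counts.

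Genes were named by a rule set beforehand. Where no table pairs identifiers with names, it takes 2 that rose and 2 that fell most in R2i4 against R2 nodules, among DEGs with a mean of at least 10 CPM in the higher group and no overlap between replicates. In the gene table used, 0 identifiers matched, so the genes the paper names were not analysed here.

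Totals of 46807229 to 72989106 counts per sample were used, with 3 counts taken as the floor. Replicates differed by more than counting noise, by a chi-square of 9.26 to 42.4 per degree of freedom, so the spread between replicates and not the depth sets the errors given. An exact test of 3 samples against 3 cannot give a p-value under 0.1. The reads have no molecular identifiers, so counting error covers sampling only.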

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

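The tests of the interactions and of R4 against R2 were set before the data were examined. The test on R2p4 root replicate 1 was chosen only after its nodule transcript level was seen, and the restriction of the interaction splits to those parting same-numbered samples only after a first count without it.

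The change from the wild type to the swapped strain differed between the R2 and the R4 background for 4261 genes in roots and 5392 in nodules for NopP, and for 3071 genes in roots and 1294 in nodules for NopI (edgeR's quasi-likelihood test of the interaction, Benjamini-Hochberg FDR under 0.05). The swaps exchange the alleles in opposite directions, so an allele with one effect in both backgrounds also gives such genes, and the counts do not show that an allele acts differently in R2 and R4. Regrouping the 12 samples within each background, in the 32 splits that part same-numbered samples as the real one does, gave as many genes in 1 split for NopP in roots and 1 for NopP in nodules, the real one included, and at most 993 and 3509 genes in another split. For NopI it was 2 of 32 in roots and 4 of 32 in nodules. One of the 32 splits exchanges the labels in one background only and so tests the sum of both changes, which is where an allele that acts differently in R2 and R4, or a change common to both swapped strains, would show. It gave 14642 genes for NopI in roots and 13944 in nodules, against 132 and 730 for NopP. Without it, only the real split gave as many genes for NopI in roots, where the highest other gave 2919, and 3 splits did in nodules, where the highest other gave 2028. The NopI interaction in nodules cannot be told apart from other groupings of the same samples. A first count over 40 splits drawn without regard to the replicate numbers had given 1, 1, 1 and 2 splits in the same order, with NopI in nodules the only one above 1. With the replicate number as a block the interactions were 3035, 4267, 2188 and 1007 genes in the order first given. Library batches are not given in the labels, and library size was not tested for the interactions, so a batch that follows strain was not ruled out and no interaction is called biological here.

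R4 and R2, which the paper does not compare with each other, differed by 1180 DEGs in roots and 1861 in nodules. Only 1 of the 10 splits of the 6 samples, the real one, gave as many in each tissue, and each of the others gave 0. This is the smallest share that 3 samples against 3 allow, so the count of splits could not have excluded a grouping by chance whatever the data. Samples grown or sequenced together were not tested, since batches are not given. In roots, deviations of same-numbered samples correlated at -0.216, and the replicate block gave 576 DEGs, 567 of them among the 1180. Against this, swapping NopP or NopI alone gave between 0 and 2759 DEGs.

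Transcripts of 194 nodule-enriched genes, with at least 50 CPM in nodules and at most 1% of that in uninoculated roots, were found in stripped roots above the highest uninoculated sample (0.189% of the nodule level) in all 3 replicates of 6 strains. Their level was 0.598% ± 0.407 of that in nodules with R2, 0.430% ± 0.0864 with R2i4, 2.01% ± 1.91 with R2p4, 0.688% ± 0.372 with R4, 0.505% ± 0.334 with R4i2 and 0.317% ± 0.0931 with R4p2 (SD, n = 3 each). With rhcN it was 0.213% ± 0.218 (SD, n = 3), and its lowest replicate, at 0.0108%, was below every uninoculated sample. The uninoculated samples also define the gene list, so their low level is partly built in. R2p4 root replicate 1 stood at 4.17%. Nodule tissue left on that root may be the source. Across the 194 genes its log2 CPM followed that of R2p4 nodules with r = 0.945, but uninoculated roots, which bear no nodules, reached 0.881 against nodules, so this test cannot separate nodule tissue from reads carried between libraries or from low expression in roots. Nodule-enriched genes made up at most 18.1% of the DEGs that rose in inoculated roots, but so few genes are on the list that the share could not have passed 44.2% in any strain, so this share does not weigh against nodule transcripts. Of the listed genes tested, 122 of 186 rose in R2p4 roots and 112 of 185 in R4 roots, but only 37 of 172 with R2, 24 of 175 with R2i4, 13 of 161 with rhcN, 32 of 172 with R4p2 and 36 of 171 with R4i2. Over the 7 strains the number of DEGs against uninoculated roots did not follow the level of nodule transcripts (Spearman's rho = -0.0714, exact permutation test, two-sided, p = 0.906). Pearson's r was -0.257 (p = 0.576 by the same test), and -0.142 without the 2 strains farthest from the median. That number includes lower DEGs, among which no listed gene was found, and listed genes were at most 122 of the DEGs of a strain. With so few strains, the test could hardly have shown a link and does not weigh against nodule transcripts either.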

How the results depend on the processing

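Of 271 values under alternatives other than leaving out a replicate, 180 stayed within 1.5 times the count, or within the spread, of the value reported, and 91 did not. With a replicate left out, 156 of 228 did and 72 did not, not counting the levels of nodule transcripts in roots, for which only the gene list was remade and which that moves little by design. The cause was not tested in any case. All of the 68 values of the 4 named genes kept their direction and their side of the threshold.

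Without a filter on low counts, R2p4 against R2 had 37 DEGs in roots and 2 in nodules. DESeq2 on the same samples gave 150 for R2p4 and 102 for rhcN against R2 roots, 176 for R2p4 against R2 nodules, 138 for R4i2 against R2i4 roots, and 4652 and 3327 genes for the NopI interaction in roots and nodules. With all groups of a tissue in one edgeR fit there were 114, 50, 78 and 43 DEGs in the same 4 comparisons. DESeq2 with all 45 samples in one fit gave 268, 89 and 373 in the first 3 of them, 2896 for rhcN against R2 nodules, 3077 for R4 against R2 nodules and 1131 for R4i2 against R2i4 nodules. In that fit 71.6% of the R2p4 root DEGs were higher against R2, in place of 45.0%, 71.6% against uninoculated roots in place of 60.8%, and 73.5% for R4i2 against R2i4 nodules in place of 61.7%.

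With the replicate number as a block, 0 DEGs were called for R2p4 and rhcN against R2 roots and for R4i2 against R2i4 roots (unadjusted p under 0.05 without the block for 4470, 5886 and 6274 genes), and 576 for R4 against R2 roots. In the comparisons where same-numbered samples, which are different plants, correlated within ±0.1, from -0.0998 to 0.0886, the block gave 901 DEGs for R2p4, 557 for R2i4, 1272 for rhcN, 1796 for R4 and 872 for R4i2 against uninoculated roots, 593 for R4p2 and 1876 for R4i2 against R4 roots, 2407 for R2i4 and 1220 for rhcN against R2 nodules, 1963 for R4p2 and 2576 for R4i2 against R4 nodules, 1563 for R4 against R2 nodules and 512 for R4i2 against R2i4 nodules.

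The remaining settings were chosen after seeing the data. DESeq2 with shrunken fold changes gave, against uninoculated roots, 855 DEGs for R2, 358 for R2p4, 167 for R2i4, 539 for rhcN, 810 for R4, 1530 for R4p2 and 223 for R4i2; against the wild type in roots 6 for R2p4, 1090 for R2i4, 1 for rhcN, 207 for R4p2 and 1109 for R4i2; and in nodules 5 for R2p4, 670 for rhcN and 1227 for R4p2. Shrunken fold changes on genes with a mean of at least 1 TPM gave, in the same order, 794, 330, 158, 512, 728, 1379 and 204; 6, 998, 0, 198 and 1017; and in nodules 4 for R2p4, 1426 for R2i4, 536 for rhcN, 981 for R4p2 and 1493 for R4i2. DESeq2 on genes with a mean of at least 1 TPM gave 130 and 93 for R2p4 and rhcN against R2 roots and 140 for R2p4 against R2 nodules, and with independent filtering set for 0.1 these were 146, 102 and 176. By adjusted p alone, there were 8060, 5891, 3881, 7756, 7106, 9045 and 4860 genes against uninoculated roots, 1080, 9774, 1424, 5542 and 9700 in roots and 626, 9064, 6930, 8265 and 9708 in nodules. Higher DEGs were then 47.2% for R2p4 and 52.6% for R4 against uninoculated roots (60.8% and 63.3% as reported), 41.7% for R4p2 against R4 roots (25.1%), 45.7% for rhcN against R2 nodules (31.6%) and 44.4% for R4p2 against R4 nodules (27.1%). With shrunken fold changes and the TPM filter they were 49.4% for R2p4 against uninoculated roots and 19.8% for rhcN against R2 nodules.

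Leaving out each replicate gave, against uninoculated roots, 502 to 1132 DEGs for R2p4, 431 to 782 for R2i4 and 567 to 974 for R4i2. Against the wild type in roots it gave 0 to 14 for R2p4, 0 to 7 for rhcN and 354 to 764 for R4p2, and in nodules 603 to 2415 for rhcN, 1467 to 2250 for R4p2 and 1607 to 3316 for R4i2. R4 against R2 ranged from 719 to 1105 in roots and 586 to 2369 in nodules, and R4i2 against R2i4 from 0 to 203 and 169 to 479. The NopP interaction ranged from 2684 to 3888 genes in roots and 3110 to 4803 in nodules, and the NopI interaction from 1650 to 3229 and 312 to 2821. The correlation of the fold changes of both NopI swaps ranged from 0.387 to 0.492 in roots and 0.493 to 0.599 in nodules, and that of the NopP swaps from -0.302 to -0.178 and -0.322 to -0.155.

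Over genes called in at least one of the comparisons these correlations were 0.563, 0.672, -0.371 and -0.411, over genes with a mean of at least 10 CPM 0.610, 0.669, -0.344 and -0.393, and Spearman's was 0.484 for NopI in nodules. Replicate correlation was 0.988 in roots and 0.999 in nodules on linear TPM, and 0.995 and 0.995 over all genes with at least 1 count. TMM library sizes moved the nodule transcripts in R2i4 roots to 0.340%. Among counts of higher and lower DEGs, 273 changed, 93 upward and 180 downward. For R2p4 against R2 nodules the filter on low counts left 34252 genes and the fit without it 44495, which is where the 2 DEGs given above were called.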

Differences from the paper's values

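The paper's counts are those of Table 1 and its text. Of 44 counts, 28 differ by more than 1.5 times from those computed here. Where an alternative closes a gap, it is the setting under which the count comes within 1.5 times of the paper's, not the paper's method. Alternatives not named for a count left it apart from the paper's. The shrunken and TPM settings were chosen after seeing the values.

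For R2 against uninoculated roots, 1023 genes were higher and 789 lower against the paper's 652 and 425. Of the alternatives set before the data were examined, DESeq2's size factors (971), the replicate block (851) and leaving out R2 replicate 2 (852) or uninoculated replicate 1 (863) or 2 (723) closed the gap for higher genes and none did for lower genes. Genes with at least 1 TPM, chosen after seeing the values, gave 770 higher, and shrunken fold changes 439 lower, or 417 with the TPM filter.

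For R2p4 against uninoculated roots, 435 genes were lower against the paper's 157, closed by leaving out uninoculated replicate 2 (230) and no other alternative set beforehand. Shrunken fold changes, chosen after seeing the values, gave 168, or 167 with the TPM filter. For R2i4 against uninoculated roots, 396 were higher and 305 lower against the paper's 179 and 87. Leaving out R2i4 replicate 3 (249) or uninoculated replicate 2 (236) closed the first gap, and no setting closed the second. For rhcN, 803 and 617 stood against the paper's 366 and 211, and no alternative set beforehand closed either. Shrunken fold changes, chosen after seeing the values, gave 285 and 254, or 269 and 243 with the TPM filter.

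For R4 against uninoculated roots, 645 were lower against the paper's 282, closed by no alternative set beforehand, and by shrunken fold changes (264, or 241 with the TPM filter), chosen after seeing the values. For R4p2, 1197 and 1344 stood against the paper's 766 and 803. Leaving out R4p2 replicate 2 (1133) or 3 (914) or uninoculated replicate 1 (1129) or 2 (974) closed the first gap, and R4p2 replicate 3 (1104) or uninoculated replicate 1 (1196) or 2 (1135) the second. Chosen after seeing the values, shrunken fold changes gave 676 and 854, the TPM filter 917 and 1109, and both 602 and 777. For R4i2, 666 and 280 stood against the paper's 340 and 96. Leaving out R4i2 replicate 1 (484) or 3 (387) or uninoculated replicate 2 (407) closed the first, and none set beforehand closed the second. The TPM filter, chosen after seeing the values, gave 471 higher, and shrunken fold changes 74 lower, or 69 with the TPM filter.

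Between R2p4 and R2 roots, 20 DEGs (9 higher, 11 lower) stood against the paper's 71 (49 and 22). DESeq2 on the same samples (73) and all root groups in one edgeR fit (58) closed the gap for higher genes, no filter on low counts (19) for lower genes, and no setting for the total. Of the settings chosen after seeing the values, the TPM filter gave 58 higher and independent filtering set for 0.1 gave 70. In nodules, 0 DEGs (0 and 0) stood against the paper's 32 (21 and 11), with 3726 genes at an unadjusted p-value under 0.05, and no setting closed the gap. For rhcN against R2 roots, 5 genes were higher against the paper's 11, closed by no filter on low counts (9).

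Between R2i4 and R2 roots, 1973 DEGs (994 and 979) stood against the paper's 1083 (597 and 486). The replicate block (895) and leaving out R2i4 replicate 2 (852) or 3 (889) closed the gap for higher genes, and none set beforehand for lower genes or the total. Chosen after seeing the values, shrunken fold changes gave 1090 (628 and 462), the TPM filter 1537 (832 and 705), and both 998 (585 and 413). Between R4p2 and R4 roots, 754 DEGs (189 and 565) stood against the paper's 333 (58 and 275). Leaving out R4 replicate 1 (482) or R4p2 replicate 1 (493) or 3 (354) closed the total, and the same fits the lower genes (386, 348 and 254). For higher genes only settings chosen after seeing the values did, shrunken fold changes (42) and those with the TPM filter (41). Between R4i2 and R4 roots, 2032 DEGs (1041 and 991) stood against the paper's 1100 (486 and 614). Leaving out R4i2 replicate 1 (1638) or 3 (1638) closed the total. The replicate block (921) and leaving out R4 replicate 1 (843) or 2 (854) or R4i2 replicate 1 (849) or 3 (793) closed the lower genes, and none set beforehand the higher genes. Chosen after seeing the values, shrunken fold changes gave 1109 (513 and 596), both together 1017 (468 and 549), and the TPM filter 1580 in all and 808 lower.

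The clean reads come to a mean of 20.4 Gb per sample if each listed read is a pair, against the paper's 9.93 Gb, and to 10.2 Gb at 150 bases per listed read. The deposited counts were 86.0% to 88.8% of the listed mapped reads. Single reads of pairs that are counted once would give a far lower share. Provided that reads were counted as pairs, these values argue against 10.2 Gb. No alternative was set beforehand for this value.

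In all, 5 DESeq2 settings were tried after the gap was seen. Shrunken fold changes left 25 of the 44 counts apart from the paper's, the TPM filter 21, both together 29, independent filtering set for 0.1 29 and adjusted p alone 44, so none of them gave the paper's table.

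The paper ranks R2p4 lowest among the R2 mutants in roots. Here rhcN had fewer DEGs in roots, 11 against 20, as it has in the paper's own counts, 15 against 71. The order held under DESeq2's size factors (12 for rhcN and 21 for R2p4) and no filter on low counts (15 and 37). It also held under DESeq2 on the same samples (102 and 150) and all root groups in one edgeR fit (50 and 114). DESeq2 with all 45 samples kept it too (89 and 268), as did shrunken fold changes (1 and 6) and the TPM filter (93 and 130). The order was not stable in every fit. It was reversed by leaving out R2 replicate 1 (7 for rhcN and 0 for R2p4). The FDR of the test used here without the fold change threshold also reversed it (60 and 35). So did DESeq2's adjusted p alone (1424 and 1080), which was chosen after seeing the values. Leaving out R2p4 replicate 1 or 3 gave 1 for R2p4 in each, but the 11 for rhcN come from all 6 samples. The replicate block and leaving out R2 replicate 2 called 0 in both. Without these, 5886 genes for rhcN and 4470 for R2p4 had an unadjusted p-value under 0.05. The panel of Fig. 3 for R2i4 and R2 nodules shows the smaller block of genes higher with R2i4, while 1547 of 2730 DEGs were higher here. In Supplementary Figure 1 the larger block is higher with R4p2 than with R4, while 565 of 754 were lower here, and the larger block is lower with rhcN than in uninoculated roots, while 803 of 1420 were higher here. In each of these comparisons the paper's own Table 1 has the same majority direction as the counts here, so the panels differ from Table 1 as well. The legend of Fig. 2B names correlation coefficients, while the methods name Euclidean distance.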

Other observations

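The tests on the swaps, library size, gene length and nodule-enriched genes were set before their results were seen. The comparisons of R4i2 with R2i4 were chosen only after the similarity of these groups was seen.

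The NopI swaps exchange the alleles in opposite directions, so an effect of the allele itself predicts fold changes of opposite sign. Instead, the log2 fold changes of R2i4 against R2 and of R4i2 against R4, which share no sample, correlated positively across genes, with r = 0.475 in roots (36381 genes) and 0.559 in nodules (33642 genes). Genes are not independent, so labels were permuted within each background, and 2 of 100 permutations gave an r as large in each tissue (p = 0.02, two-sided permutation test, the real one included, or 0.04 after Benjamini-Hochberg adjustment over the 4 swaps and tissues; the other such labelling reached an absolute r of 0.521 in roots and 0.586 in nodules). Of 644 genes called in both root comparisons, 622 changed in the same direction, and of 1092 in nodules 1076 did, where 104 and 206 shared calls would arise by chance. Such concordance was not particular to NopI. R2i4 against R2 and R4p2 against R4, which share no sample either, correlated at -0.398 in roots, where 315 of 320 genes called in both changed in opposite directions, and at -0.386 in nodules, where 618 of 668 did. The pairs of R2p4 with R4i2, and of rhcN with R4p2 or R4i2, were weaker. They ranged from -0.173 to 0.11 in roots and from -0.263 to 0.364 in nodules. None of these pairs of unlike mutants was set against permuted labels. A factor common to both swapped strains, such as the construct, the introduction of a swapped NopI or a shared batch, is a candidate explanation (r = 0.475 and 0.559). Batches are not given, so these cannot be told apart. The NopP swaps correlated negatively, with r = -0.268 in roots and -0.300 in nodules, the sign that the allele itself predicts and the opposite of what a common factor does, but 6 and 9 of 100 permutations were as large (p = 0.06 and 0.09 by the same permutation test, 0.08 and 0.09 adjusted). The sum of both NopP changes, where a common factor would show, gave 132 and 730 genes.

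Among root groups, R2i4 was nearest to R4i2 (median r = 0.989) and next to uninoculated roots (0.985), ahead of its own wild type R2 (0.973). In nodules R2i4 was also nearest to R4i2 (0.986), and R4p2 nearest to rhcN (0.986). R4i2 against R2i4 gave 65 DEGs in roots and 562 in nodules, where R4 against R2 gave 1180 and 1861. Whether these numbers differ was not tested. In each, 1 of the 10 splits, the real one, gave as many, and the highest other split gave 2 in roots and 0 in nodules.

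Library size was tested for the NopI swaps by thinning all libraries of a comparison to one total, which left 1968 DEGs for R2i4 and 1990 for R4i2 in roots, and 2679 and 2748 in nodules, so library size explains little of the counts. Fold change and gene length correlated across genes at -0.0256, -0.0100, -0.0509 and -0.0138 in the same order. For root DEGs against uninoculated roots, 1.62% to 18.1% of the higher genes were nodule-enriched.

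For each comparison of Table 1 except R2p4 against R2 nodules, 1 of the 10 splits of the 6 samples, the real one, gave as many DEGs, and the other splits gave 0. This share is the smallest that 3 against 3 samples can give, so grouping by chance cannot be excluded by this count alone. Of the 4 splits that part all same-numbered pairs, also 1 gave as many. For R2p4 against R2 nodules all 10 splits gave as many, since the count was 0 (3726 genes at an unadjusted p-value under 0.05).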
